A study of Homo sapiens with 6 samples.

How the data were processed

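RNA was measured in 293T cells, a human embryonic kidney line that carries the SV40 large T antigen, after transfection with an empty vector, with a plasmid for HA-tagged ATXN1::DUX4, or with the same fusion named delAXH for the removal of the AXH domain of ATXN1. Per the labels' protocols, 500000 cells per condition were transfected with Fugene 6, RNA was collected about 48 h later, and the replicates of each condition were made on separate days. RNA was purified on columns with a DNase step, and libraries were made from polyA-enriched RNA with a directional kit, per the labels' protocols. There were 3 groups with 2 replicates each, 6 libraries in all. Groups and replicate numbers came from the sample titles.

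The authors deposited a table of read counts per gene with 62701 Ensembl gene IDs and a table of log2 CPM with 15556 gene symbols. The aligner, the counting program, the genome build and the gene annotation are not stated per the labels. It is also not stated whether counting used the strand, so antisense genes and genes that overlap are reported as uncertain. All 15556 rows of the deposited log2 table equalled values recomputed from the deposited counts with edgeR's log2 CPM function, a prior count of 2, the filterByExpr filter and TMM factors. Of these, 15464 carried the symbol assigned here and 92 equalled a gene under another name. The counts were used for every main result, and the deposited log2 CPM for 1 alternative. Gene symbols came from a table of Ensembl IDs, in which 62623 of the 62701 IDs were found. Chromosome positions are those of GENCODE release 29 (GRCh38) for the same Ensembl ID, and the build used by the authors is unnamed. ATXN1 and DUX4 themselves were not analysed here. No column of other samples was present in the tables (0 columns).

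Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group as factor, which left 17515 genes holding between 99.84% and 99.88% of each library's counts. Library sizes were recomputed and scaled by TMM. All 6 libraries entered a quasi-likelihood fit of 3 group means (glmQLFit with legacy = FALSE, then glmQLFTest), so that all comparisons shared 1 estimate of the spread with 3 residual degrees of freedom. Benjamini-Hochberg adjustment was made over the genes tested in each comparison, and a gene was called at an adjusted p under 0.05. The number of calls with an absolute log2 fold change of 1 or more is given as well. Standard errors were the absolute log2 fold change divided by the square root of the F statistic. CPM values use the TMM-scaled library size, given as mean ± SD. With 2 libraries per group an exact two-sided permutation test cannot go below p = 0.333, so the p-values rest on the edgeR model.

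A count of 3 or fewer in every library of a group was treated as the floor, which is between 0.154 and 0.183 CPM in these libraries. A fold against such a group is given as a lower bound computed from a count of 3. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. Libraries held between 16349091 and 20089682 counts. The 2 replicates of each group differed by more than sampling noise, with a chi-square per degree of freedom of 7.62 for empty vector, 7.35 for ATXN1::DUX4 and 4.96 for delAXH.

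The replicate number marks the day of transfection, per the labels, so it pairs libraries across groups. Deviations from the group means correlated between same-day libraries of different groups, with r across 10556 genes of 0.433 for empty vector and ATXN1::DUX4, 0.45 for empty vector and delAXH, and 0.38 for the 2 constructs. The main fit has no block for the day. The fit with the replicate number as a block has 2 residual degrees of freedom, and its value is given beside a result where it changes a call or moves a count by over 1.5 times. In that fit 1531 genes differed between the days, 732 of them higher on the second.

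There were 5 gene lists: 29 CIC target genes, 22 targets of full-length DUX4, 21 interferon-stimulated genes, 19 genes of the unfolded protein and integrated stress responses, and 14 cytosolic heat shock genes. Each list was tested in each comparison with camera from limma 3.58.1 at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 15 list tests. The lists were also tested with fry and with camera at an estimated correlation. Named genes were CIC, ETV1, ETV4 and ETV5 in every comparison; in each comparison the 5 highest and the 5 lowest log2 fold changes among called genes with an average of at least 1 CPM and groups that did not overlap; and each called gene of the CIC list. Any other gene named was chosen after its values were seen. The groups, lists, tests, naming rule and alternatives were fixed before the data were examined, except where stated.

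The correlation between the fold changes of the 2 constructs was set beside 50 simulations of unchanged groups that shared the same empty vector libraries, and 10 simulations for each of 8 alternatives that change the filter or the libraries. Intervals for the share of a rise kept with delAXH came from 2000 negative binomial draws of each count, with the dispersions of the fit with the replicate block, and were chosen after seeing the data. The procedure was tested on simulated counts for 17515 genes, of which 17133 passed the filter. Of 200 genes changed by known amounts, 179 were recovered, 83 of the 100 changed 2-fold and 96 of the 100 changed 4-fold. There were 11 false calls, 0 calls with the wrong sign, and 0 calls in a comparison with no change. The changed genes were drawn from those with an average of at least 1 CPM, and no day effect was simulated. The recovery therefore does not cover genes below that level, and none of these rates covers a day effect.

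Alternatives were other size factors, no factors, no filter on low counts, a minimum of 10 counts in every library, the replicate block, only the 4 libraries compared, each library left out in turn, DESeq2 1.42.0, limma-voom, limma-trend on the deposited log2 CPM, and edgeR's earlier and robust estimates. A correction for GC content and transcript length, alone and with the replicate block, was chosen after seeing the data. It used the longest transcript of each gene in GENCODE release 29, which gave a value for 96.9% of tested genes.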

Results

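Transcript levels were measured by polyA-selected RNA sequencing in 293T cells 48 h after transfection of an empty vector, the fusion ATXN1::DUX4, or ATXN1::DUX4 delAXH, with 2 replicates each. ATXN1 is a polyglutamine protein that binds the transcriptional repressor CIC through its AXH domain, and DUX4 is an embryonic transcription factor. The series deals with tools for modelling cancers driven by fusions of the CIC family. Total counts were 17973202 and 19001081 in the empty vector libraries, 20089682 and 16349091 with ATXN1::DUX4, and 18285404 and 19395167 with delAXH. The 10 most abundant genes took between 3.2% and 3.4% of the counts in each library.

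The first comparison asked which transcripts changed when the fusion was expressed. Among 17515 genes tested, 590 differed between ATXN1::DUX4 and empty vector, 453 higher and 137 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 149 changed by an absolute log2 fold change of 1 or more, 131 higher and 18 lower. The alternative that moved this count most among those set in advance was the replicate block, with 2306 genes called, 1354 higher and 952 lower. All 590 were also called with the block. Without scaling factors the split was 356 higher and 206 lower.

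The ETS factors ETV1, ETV4 and ETV5 are known CIC targets. ETV5 (ENSG00000244405, chromosome 3, 186046308 to 186110318) rose from 0.772 ± 0.0775 CPM (SD, n = 2) with empty vector to 94.8 ± 0.417 CPM (SD, n = 2) with ATXN1::DUX4. Its log2 fold change was 6.93 with a standard error of 0.167 (edgeR quasi-likelihood, adjusted p = 7.53e-14). ETV4 (ENSG00000175832, chromosome 17, 43527844 to 43579620) rose from 0.288 ± 0.173 CPM to 32.9 ± 3.29 CPM (SD, n = 2 each). Its log2 fold change was 6.78 with a standard error of 0.274 (edgeR quasi-likelihood, adjusted p = 1.72e-10). The ETV4 value leans on low counts with empty vector, 3 and 8, and was 7.57 without empty vector replicate 2. ETV1 (ENSG00000006468, chromosome 7, 13891228 to 13991425) rose from 3.42 ± 1.79 CPM to 8.53 ± 0.0957 CPM, a log2 fold change of 1.33 (standard error 0.277, edgeR adjusted p = 0.0121). That value was 1.98 without empty vector replicate 1 and 0.86 without empty vector replicate 2. CIC itself (ENSG00000079432, chromosome 19, 42268537 to 42295797) was at 65.7 ± 11.1 CPM with empty vector and 79.6 ± 0.0727 CPM with ATXN1::DUX4. It was not called, with a log2 fold change of 0.28 (standard error 0.104, edgeR adjusted p = 0.179), and was called with the replicate block (adjusted p = 0.00382, where its alternatives ranged from 0.00382 to 0.406). The CIC value was 0.46 without empty vector replicate 1 and 0.11 without empty vector replicate 2.

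**Figure D1:**
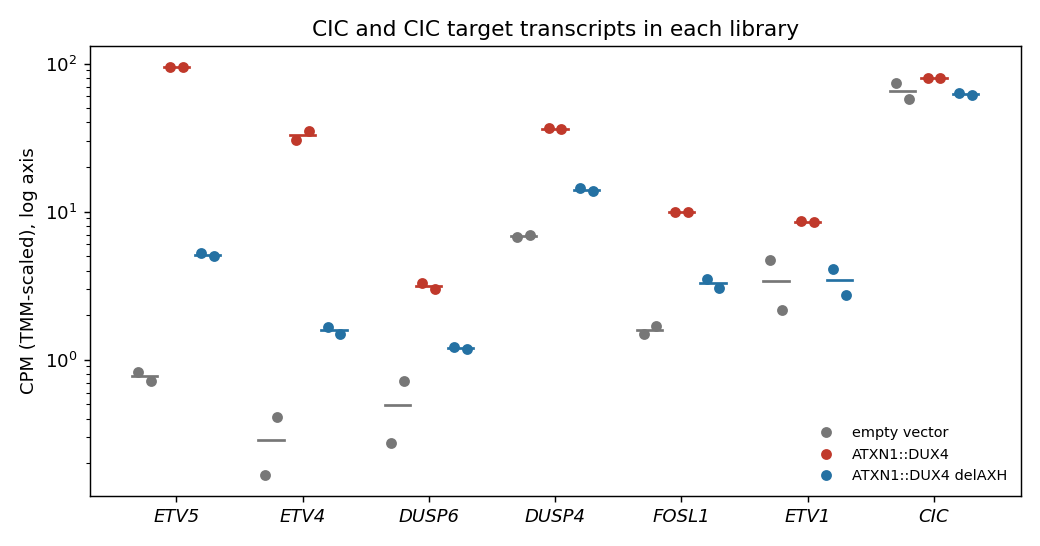
CPM on a log axis of CIC and 6 genes of the CIC target list in each of the 6 libraries, where points are libraries and bars are means of the 2 replicates. ETV5 stands at 0.772 CPM with empty vector, 94.8 CPM with ATXN1::DUX4 and 5.13 CPM with delAXH, while CIC stays between 62.3 and 79.6 CPM in group means.

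Of the 29 CIC target genes, 28 were tested, and their median log2 fold change with ATXN1::DUX4 was 0.86. There were 23 higher and 5 lower. The list was called (camera, Benjamini-Hochberg adjusted over 15 list tests, adjusted p = 2.28e-80), with fry at an adjusted p of 0.000838 and camera with an estimated correlation at 0.00162. Called genes numbered 17 over all genes tested, all higher, and 19 higher and 1 lower adjusted over the list alone. Beyond the ETS genes, SPRY4 (ENSG00000187678, chromosome 5, 142310427 to 142326455) was at counts of 1 and 0 with empty vector and 185 and 183 with ATXN1::DUX4, at least 64.6-fold higher. The other called genes were VGF, GPR3, MAFF, FOSL1, DUSP6, DUSP4, DUSP5, SPRED2, EPHA2, SPRED1, PTPN9, SPRY2 and CCND2. Their log2 fold changes ran from 3.66 for VGF to 0.62 for CCND2. That of DUSP6 was 2.62, and 3.48 without empty vector replicate 2.

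The highest fold changes of the comparison also included genes that were at 0 counts in both empty vector libraries. ZSCAN4 (ENSG00000180532, chromosome 19, 57668935 to 57679152) had counts of 91 and 87 with ATXN1::DUX4, at least 31.2-fold higher (edgeR quasi-likelihood, adjusted p = 0.000138). SSU72L1 (chromosome 11, 4338660 to 4339244) was at least 14.2-fold higher, RFPL4AL1 at least 8.13-fold and PRAMEF2 at least 7.73-fold. The last 3 belong to families of near-identical copies, so the assignment of their reads to single members is uncertain. The lowest fold changes were of SNORD3A, ENSG00000287064, ENSG00000289609, AP3B2 and SNAP25, from -2.93 to -1.86 on the log2 scale. SNORD3A had counts of 125 and 28 with empty vector, so its replicates were far apart, and its log2 fold change was -1.43 without empty vector replicate 1. It lost its call when no filter was applied (edgeR adjusted p = 0.0657, range over alternatives 2.2e-09 to 0.0657). SNAP25 was not called by DESeq2 (adjusted p = 0.161, range over alternatives 0.00175 to 0.161). AP3B2 (ENSG00000103723) fell from 5.87 ± 0.116 CPM to 1.53 ± 0.423 CPM (SD, n = 2 each; edgeR adjusted p = 0.000854).

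Of the 22 targets of full-length DUX4, 13 were tested, and 10 of these were at the floor in both empty vector libraries. There were 12 higher and 1 lower with ATXN1::DUX4. The median log2 fold change was 5.65 as fitted and 1.82 with the genes at the floor set to their bounds. The list was called (camera adjusted p = 1.88e-15, fry 0.0164), and not with an estimated correlation (0.0855). Called genes numbered 4 over all genes tested and 12 adjusted over the list alone, all higher. The replicate block called 11 over all genes, all higher.

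The remaining lists asked whether expression of the proteins came with an interferon or stress response. For 13 interferon-stimulated genes the median log2 fold change was 0.14 with ATXN1::DUX4, with 10 higher, and 0 were called over all genes or adjusted over the list alone (camera adjusted p = 0.212). Of these genes 2 had an unadjusted p under 0.05, and 1, OASL, was called with the replicate block, higher. The median was 0.061 without empty vector replicate 1. The fry test of the list gave an adjusted p of 0.0132. For 19 genes of the unfolded protein and integrated stress responses the median was 0.11, with 14 higher (camera adjusted p = 0.00866), and the call was lost with fry (0.217) and with an estimated correlation (0.442). PPP1R15A and SESN2 were called, over all genes and adjusted over the list alone, and with the replicate block 5 higher and 1 lower were called over all genes. That median was 0.031 without empty vector replicate 1 and 0.19 without empty vector replicate 2. For 14 heat shock genes the median was 0.22, with 14 higher (camera adjusted p = 0.000161), and the call was lost with fry (0.165) and with an estimated correlation (0.309). BAG3 was called over all genes, and 4 genes adjusted over the list alone. There were 9 called over all genes with the replicate block, all higher. That median was 0.10 without ATXN1::DUX4 replicate 1 and 0.36 without ATXN1::DUX4 replicate 2.

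The second comparison asked which changes remained when the AXH domain was absent. Between delAXH and empty vector 391 genes differed, 292 higher and 99 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 119 changed by an absolute log2 fold change of 1 or more, 103 higher and 16 lower. With the replicate block 2085 were called, 1198 higher and 887 lower, including all 391. Without scaling factors the split was 235 higher and 139 lower.

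ETV5 was at 5.13 ± 0.164 CPM with delAXH, a log2 fold change of 2.72 against empty vector (standard error 0.266, edgeR adjusted p = 1.38e-05). ETV4 was at 1.59 ± 0.124 CPM, a log2 fold change of 2.41 (standard error 0.531, edgeR adjusted p = 0.0219), and lost its call when no filter was applied (adjusted p = 0.0596, range over alternatives 0.000233 to 0.0596). Without empty vector replicate 2 the ETV4 value was 3.20. ETV1 did not differ, with a log2 fold change of 0.013 (standard error 0.331, edgeR adjusted p = 0.993). Its value was 0.66 without empty vector replicate 1, -0.46 without empty vector replicate 2 and -0.31 without delAXH replicate 1. CIC did not differ either, with a log2 fold change of -0.074 (standard error 0.105, edgeR adjusted p = 0.807), which was 0.11 without empty vector replicate 1 and -0.24 without empty vector replicate 2. The CIC target list had a median log2 fold change of 0.26, with 18 higher and 10 lower (camera adjusted p = 1.34e-07, fry 0.0128, estimated correlation 0.0525). There were 5 called genes, ETV5, ETV4, DUSP4, DUSP5 and SPRED2, and 11 adjusted over the list alone, all higher. Over all genes 11 higher and 1 lower were called with the replicate block.

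The targets of full-length DUX4 were higher with delAXH as well, with 12 higher and 1 lower and a median log2 fold change of 7.49 as fitted and 3.22 with bounds (camera adjusted p = 1.8e-35, fry 0.0128, estimated correlation 0.0525). There were 9 called over all genes and 11 adjusted over the list alone. ZSCAN4 had counts of 234 and 136, at least 62.9-fold higher than with empty vector (edgeR adjusted p = 5.91e-06). The other highest were SSU72L1 at least 20.6-fold, PRAMEF1 at least 19.0-fold, the antisense gene ENSG00000248514 at least 14.3-fold, and PRAMEF2 at least 13.9-fold. The antisense gene and the members of copy families are uncertain. The lowest were ENSG00000287064, ENSG00000289609, SNORD3A, RUNDC3A and SNAP25, from -3.14 to -2.07 on the log2 scale. SNORD3A lost its call when only the 4 libraries compared were fitted (edgeR adjusted p = 0.0655). It also lost it when no filter was applied (edgeR adjusted p = 0.11, range over alternatives 5.29e-08 to 0.11). Its log2 fold change was -1.09 without empty vector replicate 1. SNAP25 was not called by DESeq2 (adjusted p = 0.117).

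For interferon-stimulated genes the median with delAXH was 0.32, with 10 of 13 higher (camera adjusted p = 0.0739, fry 0.0122), and 0 were called over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05. It was 0.20 without empty vector replicate 1. For the unfolded protein and integrated stress genes it was 0.099, with 13 of 19 higher (camera adjusted p = 0.109), and 0 were called over all genes or adjusted over the list alone, with 2 at an unadjusted p under 0.05. The replicate block called 2 higher and 1 lower. The median was -0.021 without empty vector replicate 1, 0.19 without empty vector replicate 2 and 0.026 without delAXH replicate 2. For heat shock genes it was 0.21, with 14 of 14 higher (camera adjusted p = 0.000201, fry 0.186, estimated correlation 0.309), and BAG3 was called, over all genes and adjusted over the list alone. The block called 7 over all genes, all higher. The median was 0.13 without empty vector replicate 2 and 0.089 without delAXH replicate 1.

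The third comparison tested the difference between the constructs directly. There were 13 genes called, 12 higher and 1 lower with ATXN1::DUX4, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 9 changed by an absolute log2 fold change of 1 or more, all higher. With an unadjusted p under 0.05 there were 820 genes, where 876 would be found by chance. This fit leaves the difference between days in its spread, so that count does not show an absence of differences. With the replicate block 216 were called, 165 higher and 51 lower, including all 13. The count was 28 with only the 4 libraries compared, 38 without empty vector replicate 1 and 36 without empty vector replicate 2, and each of those fits included the 13.

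Of the 13, 9 were in the CIC target list: ETV4, ETV5, SPRY4, GPR3, MAFF, VGF, FOSL1, DUSP4 and CCND2. ETV4 was higher by a log2 fold change of 4.37 (standard error 0.201, edgeR adjusted p = 1.38e-09). ETV5 was higher by 4.21 on the log2 scale (standard error 0.122, edgeR adjusted p = 1.49e-12). SPRY4 had counts of 11 and 11 with delAXH, a log2 fold change of 4.10 (standard error 0.316, edgeR adjusted p = 1.05e-06). CCND2 was at 0.65 on the log2 scale and lost its call when no filter was applied (edgeR adjusted p = 0.0632, range over alternatives 3.62e-13 to 0.0632). ETV1 was not called, with a log2 fold change of 1.32 (standard error 0.277, edgeR adjusted p = 0.138), and was called with the replicate block (5.41e-06, range over alternatives 5.41e-06 to 0.462). It was also called with only the 4 libraries compared (edgeR adjusted p = 0.0204), without empty vector replicate 1 (0.00475) and without empty vector replicate 2 (0.00585). CIC was not called at 0.35 (standard error 0.104, edgeR adjusted p = 0.574) and was called with the replicate block (0.00148, range over alternatives 0.00148 to 1). The only gene lower was the antisense gene CIRBP-AS1 at -0.92 (standard error 0.142, edgeR adjusted p = 0.012), which is uncertain. The other 3, named after their values were seen, were ESR1, NGFR and MT-CO2.

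The CIC target list was higher with ATXN1::DUX4 than with delAXH, with a median log2 fold change of 0.48 and 23 of 28 higher (camera adjusted p = 2.99e-122, fry 0.0015, estimated correlation 0.00162). There were 20 called adjusted over the list alone, and 18 over all genes with the replicate block, all higher. The targets of full-length DUX4 were lower with ATXN1::DUX4 in 12 of 13, with a median of -1.01 (camera adjusted p = 1.15e-12), and the call was lost with fry (0.0867) and with an estimated correlation (0.115). Of these 13, 0 were called over all genes, 9 had an unadjusted p under 0.05, and 7 lower and 1 higher were called adjusted over the list alone. The block called 6 over all genes, all lower. Between the constructs the interferon list had a median of -0.078 (camera adjusted p = 0.469), the unfolded protein and integrated stress list 0.051 (0.0842) and the heat shock list 0.040 (0.596), and 0 of their genes were called over all genes, with 1, 1 and 0 at an unadjusted p under 0.05. Adjusted over the list alone, 1 gene of the unfolded protein list was called, PPP1R15A, higher with ATXN1::DUX4 by 0.44 on the log2 scale, and 0 of the other 2 lists. PPP1R15A was also the 1 gene of these lists called over all genes with the replicate block. These medians rested on single libraries. The interferon median was -0.125 without ATXN1::DUX4 replicate 1. The unfolded protein median was 0.024 without ATXN1::DUX4 replicate 1 and -0.0057 without ATXN1::DUX4 replicate 2. The heat shock median was -0.091 without ATXN1::DUX4 replicate 1, 0.17 without ATXN1::DUX4 replicate 2, 0.12 without delAXH replicate 1 and -0.058 without delAXH replicate 2.

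Genes called against empty vector for both constructs numbered 261, all changed in the same direction, 212 higher and 49 lower. In the simulations of unchanged groups at most 1 gene was called for both, where a mean of 0.36 genes was called with ATXN1::DUX4. So few calls give no baseline for the overlap or its direction. The shared empty vector libraries also favour the same direction in both comparisons. There were 329 called only with ATXN1::DUX4, of which 326 had the same sign with delAXH, and 130 called only with delAXH. Of the 720 genes called in either comparison, 12 were called between the constructs. With the replicate block 1246 genes were called for both, 1234 of them in the same direction, 1060 only with ATXN1::DUX4 and 839 only with delAXH. Of those 3145 genes, 192 were called between the constructs with the block. Across 17515 genes the log2 fold changes of the 2 constructs correlated with Pearson's r of 0.805 and Spearman's rho of 0.655. Genes are not independent replicates. Simulated unchanged groups that shared the empty vector libraries gave a mean r of 0.499, with a maximum of 0.527, and a mean rho of 0.451. The sign was the same for 76.8% of genes, and for 66.6% in the simulations.

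**Figure D2:**
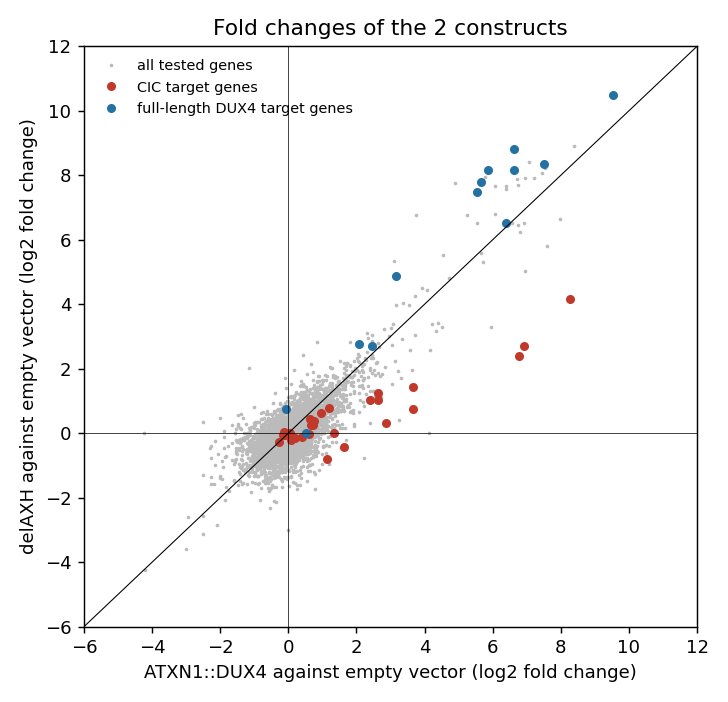
Log2 fold change against empty vector of ATXN1::DUX4 (horizontal axis) and delAXH (vertical axis) for 17515 tested genes, with genes of the CIC and full-length DUX4 target lists coloured and the line of equal change drawn. Fitted values of genes at the floor with empty vector depend on the prior count; CIC targets such as ETV5 (6.93 and 2.72) lie below the line, and 12 of 13 DUX4 targets lie above it.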

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

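The tests of explanations in this part were chosen after the result was seen. The list tests and the fits that left out a library were fixed before the data were examined. The CIC target list and the list of full-length DUX4 targets were singled out because the effects of the 2 constructs against the same empty vector differed when the difference itself was tested.

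The CIC target list was higher with ATXN1::DUX4 than with delAXH by a median of 0.483 on the log2 scale. GC content and length are argued against by the median with both corrected in the fit with the replicate block, 0.47, where the list stayed past the threshold. A smaller amount of the delAXH construct may account for part of the difference. As the whole cause it is argued against by the share of the log2 rise kept with delAXH. The median share was 80.1% in the other 432 genes raised by ATXN1::DUX4 and 39.3% in the 17 called CIC targets. The median differences between the constructs, 0.13 and 1.37, also depend on the size of the rise. A smaller amount alone would also be expected to lower the full-length DUX4 targets with delAXH. They were instead lower with ATXN1::DUX4 in 12 of 13 genes, though that list call was lost with fry. The amount of each construct was not measured directly. DUX4L9, a copy of DUX4 that may receive reads from the plasmid transcript, had counts of 44 and 17 with ATXN1::DUX4 and 15 and 10 with delAXH, a difference that was not called (edgeR quasi-likelihood, adjusted p = 0.895). At such low counts the lack of a call does not show that the amounts were equal. Loss of the AXH domain itself, the difference the design names, stays open as a hypothesis.

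The targets of full-length DUX4 were lower with ATXN1::DUX4 than with delAXH with a median of -1.01 on the log2 scale, in 12 of 13 genes. The call held with camera at its preset correlation and not with fry, and the median was -1.49 without delAXH replicate 2. GC content and length are argued against by the median with both corrected in the fit with the replicate block, -1.04. A larger amount of the delAXH construct, as the only difference, is argued against by the CIC targets, higher with ATXN1::DUX4 in 23 of 28 genes. Beside another difference between the constructs it is left undecided. The DUX4L9 counts were no higher with delAXH (15 and 10) than with ATXN1::DUX4 (44 and 17). They are too low to decide. The other 278 genes raised by delAXH had a median difference of -0.051. No share of their rise was computed, so the shift that a larger amount would bring to them is unknown. In the 8 members of tandem families, reads shared between near-identical copies cannot be told apart from a true change. Their median was -1.63 with 8 of 8 lower. The 5 members with no near-identical copy had a median of -0.24 with 4 of 5 lower. They were LEUTX at -2.12, ZSCAN4 at -1.01, CCNA1 at -0.239, DUXA at -0.148 and ZNF296 at 0.532. These 5 genes go both ways and are too few to decide for the list. A difference between the constructs in the use of DUX4 sites stays open and was not tested further.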

How the results depend on the processing

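The replicate block moved every count of called genes by over 1.5 times. It called 2306 genes for ATXN1::DUX4 against empty vector, 2085 for delAXH against empty vector and 216 between the constructs, and 293, 248 and 36 with an absolute log2 fold change of 1 or more. All genes of the fit without the block were among them. The block raised the prior degrees of freedom of the spread from 13.5 to 131. Beside 2 residual degrees of freedom, that fit rests mostly on the spread shared across genes, and little on each gene's own. SNORD3A with ATXN1::DUX4, with counts of 125 and 28 with empty vector, went from an edgeR adjusted p of 0.0239 to 2.2e-09. Calls made only with the block are less certain for genes with uneven replicates. The GC content and length offsets with replicate block, chosen after seeing the data, gave 2485, 2266 and 199 genes, and 285, 245 and 30 by the fold criterion. The block brought CIC past the threshold for ATXN1::DUX4 against empty vector and between the constructs, and ETV1 between the constructs. It changed no other call of a named gene and no camera call of a list, it raised most counts of called list genes, and it moved the heat shock list past the threshold under fry (0.0121 for each construct against empty vector).

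With no filter on low counts 307 and 233 genes were called against empty vector, among 33904 genes tested, and the cause was not tested. A minimum of 10 counts in every library, which removes genes silent with empty vector, left 76 and 55 genes by the fold criterion against empty vector, and 7 called and 5 by the fold criterion between the constructs. Between the constructs 28 genes were called with only the 4 samples compared, and from 36 to 38 across the fits that each left out one empty vector library, with 15 by the fold criterion in both. The cause was not tested. Other size factors, no factors, DESeq2, limma-voom, limma-trend, edgeR's earlier and robust estimates and the GC offsets without the block kept the total number of called genes in each comparison within 1.5 times. The genes lower with ATXN1::DUX4 than with empty vector moved further, from 137 to 80 with DESeq2 and to 206 without scaling factors. The fold criterion was not applied under limma-voom, limma-trend or the earlier and robust estimates. DESeq2 called 457, 336 and 11 genes, of which 439, 318 and 11 were also called in the main setting. Counts against empty vector with a library of the third group left out ran from 554 to 565 and from 457 to 465.

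Under fry the list calls were lost for DUX4 targets between the constructs (0.0867), for unfolded protein and integrated stress genes with ATXN1::DUX4 (0.217), and for heat shock genes with ATXN1::DUX4 (0.165) and delAXH (0.186). The interferon list passed the threshold under fry with ATXN1::DUX4 (0.0132) and delAXH (0.0122). With an estimated correlation the calls were lost for DUX4 targets with ATXN1::DUX4 (0.0855), with delAXH (0.0525) and between the constructs (0.115), for CIC targets with delAXH (0.0525), for unfolded protein genes with ATXN1::DUX4 (0.442), and for heat shock genes with ATXN1::DUX4 (0.309) and delAXH (0.309). CIC targets kept their calls with ATXN1::DUX4 and between the constructs under both. The cause was not tested. No other scaling, filter, block or subset changed the side of the threshold of a camera call. Of the 13 tested DUX4 targets too few had 10 counts in every library, so that alternative gave no value.

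Across the fits that each left out one library, the CIC list median ran from 0.80 to 0.92 with ATXN1::DUX4, from 0.20 to 0.31 with delAXH and from 0.43 to 0.58 between the constructs. The DUX4 list ran from 5.27 to 5.77 with ATXN1::DUX4 and from -1.49 to -0.97 between the constructs. The interferon list ran from 0.20 to 0.43 with delAXH and from -0.125 to -0.072 between the constructs. The unfolded protein list ran from -0.021 to 0.19 with delAXH and from -0.0057 to 0.059 between the constructs, and the heat shock list from -0.091 to 0.17 between the constructs. These are values with no test where a group was left with 1 library.

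The correlation between the constructs was 0.805, and ran from 0.531 with no filter to 0.853 without empty vector replicate 2. Unchanged groups were also simulated, 10 times each and after seeing the data, with the genes and libraries of the 8 alternatives that change the filter or leave out a library. The highest simulated r was 0.504 with no filter, 0.511 with 10 counts in every library (observed 0.723), and 0.704 and 0.724 without empty vector replicate 1 and 2 (observed 0.835 and 0.853). With a construct library left out it was at most 0.405 (observed 0.665 to 0.708). The other alternatives were set beside the 0.527 of all 6 libraries.

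For the 31 named genes, 758 values were recomputed. ETV1 with delAXH changed sign without scaling factors, to -0.028, a value near 0 that was not called in either setting. Leaving out a library changed 3 signs: ETV1 with delAXH was -0.46 without empty vector replicate 2 and -0.31 without delAXH replicate 1, and CIC with delAXH was 0.11 without empty vector replicate 1. ETV1 between the constructs passed the threshold with the block, with only the 4 samples compared (edgeR adjusted p = 0.0204, range over alternatives 5.41e-06 to 0.462) and without empty vector replicate 1 (0.00475) or 2 (0.00585). In all, 7 values were weaker and 6 stronger. Leaving out a library also moved the size of some values. SNORD3A with ATXN1::DUX4, for example, went from -2.93 to -1.43 without empty vector replicate 1. The alternative that leaves out ATXN1 and DUX4 was not run, since neither was analysed here. Genes with a few counts with empty vector, such as SPRY4, have fold changes limited by depth and are given as bounds.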

Other observations

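Tests in this part were chosen after the result was seen, except those of SNORD3A, REST targets and gene length, which were written down before the values they measure were seen.

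The 17 CIC targets called with ATXN1::DUX4 kept unequal shares of that rise in delAXH, on the CPM scale and against the empty vector library of the same day. ETV5 kept 4.68% and 4.57% in the 2 replicates, ETV4 4.95% and 3.12%, SPRY4 5.93% and 5.1%, and MAFF 4.04% and 4.11%. DUSP4 kept 25.5% and 23.7%, DUSP5 54.8% and 55.5%, and SPRED2 61.8% and 48.4%. RNA or cells of the ATXN1::DUX4 samples carried into the delAXH samples could give 1 common share. That is argued against as the whole cause for 3 genes, DUSP4, DUSP5 and SPRED2, whose 95% intervals lay above that of ETV5 in both replicates. The other 14 include ETV5 itself, which is the reference. They also include ETV1 and CCND2, with no clear rise in delAXH to explain (log2 fold changes of 0.013 and -0.032). For the rest a small carry-over and weak residual activity of delAXH cannot be told apart by the rule of both replicates. In at least 1 replicate their intervals did not lie above that of ETV5. SPRY2, EPHA2, PTPN9, DUSP6, FOSL1 and VGF lay above it in 1 replicate, and SPRED1, GPR3, SPRY4, MAFF and ETV4 in neither. Among the 14, SPRY2 kept 72.7% and 62.3% and EPHA2 42.3% and 42.5%, with wide intervals. DUSP6 kept 31.7% and 20.8% and FOSL1 23.8% and 16.5%, while ETV1 and CCND2 were on opposite sides of empty vector in the 2 replicates. The choice of empty vector library matters for MAFF, which kept 0.0123% and 8.75% against the mean of both, and turns the sign of ETV1 in each replicate, from -14.3% and 9.28% to 13.7% and -13.5%.

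The empty vector libraries used in both comparisons are argued against as the whole source of the shared response. Fold changes formed from separate libraries, with no library in common, still correlated across genes, with r of 0.383 and 0.381, and the r of 0.805 lay above the 0.527 that simulated unchanged groups reached. GC content and length are also argued against: of the 1246 genes called for both constructs with the replicate block, 1145 stayed called in the same direction once both were corrected in that fit. Without the block 245 of 261 stayed called. A value for GC content was there for 98.8% of the 1246 and 97.7% of the 261. Whether any other overexpressed protein would give the same response stays open, because no group of that kind was analysed here.

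MT-CO2 was the only mitochondrial mRNA called between the constructs, higher with ATXN1::DUX4 by 0.78 on the log2 scale. The other 12 mitochondrial mRNAs were all higher too, from 0.51 to 0.81, with a median of 0.75. This is consistent with a lower share of all mitochondrial mRNAs in the delAXH libraries (0.823% and 0.579% of counts) than in the ATXN1::DUX4 libraries (1.06% and 1.24%), rather than a change of 1 gene. The empty vector libraries were at 1.15% and 0.871%. Whether this reflects the cells or the RNA preparation was not tested.

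SNORD3A was lower with both constructs, and snoRNAs carry no polyA tail, so uneven carry-through into polyA libraries may produce such a change. Among 14 other RNAs of this kind the median log2 fold change with ATXN1::DUX4 was 0.088, with 6 lower, and -0.093 with delAXH, with 9 lower. Because they went both ways, the explanation and a true change cannot be told apart. RMRP, another RNA without a tail, had counts of 155 and 28 with empty vector and 170 and 11 with delAXH, so its replicates were far apart on the 2 days.

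Several of the lowest genes, AP3B2, SNAP25 and RUNDC3A, are neuronal, and neuronal genes are repressed by REST outside neurons. REST itself was higher with both constructs, by 0.58 with ATXN1::DUX4 (edgeR quasi-likelihood, adjusted p = 0.00126) and 0.50 with delAXH (0.00477). A list of 42 REST targets without those 3 genes, 1 of which is also in the CIC list, had 28 tested. Its median was -0.255 with ATXN1::DUX4, with 21 lower, and -0.165 with delAXH, with 19 lower. Called genes went both ways with ATXN1::DUX4, 3 lower (CELSR3, MAPK8IP2 and STMN3) and 3 higher (VGF, HCN2 and NEFL), where VGF is the gene also in the CIC list. With delAXH 2 were called, CELSR3 and MAPK8IP2, both lower. After adjustment over the 3 comparisons the list was not called (camera adjusted p = 0.084 and 0.0567; fry 0.0666 and 0.0666). Stronger repression by REST may contribute, and the test leaves it undecided.

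More genes were detected in the construct libraries. After thinning every library to 16349091 counts, 24463 and 24561 genes had a count with empty vector, 25393 and 26270 with ATXN1::DUX4, and 26212 and 26097 with delAXH. The lowest construct library exceeded the highest empty vector library by 832 genes, so depth is argued against. Genomic DNA or unspliced RNA could add single reads over long genes. Across genes near 0 with empty vector, Spearman's rho of gene length with the count in the construct libraries was 0.147. This weak relation does not separate such reads from low-level transcription, because both can rise with length, and the 2 cannot be told apart.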
